A study of Mus musculus with 46 samples.

How the data were processed

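CD8 T cells of mice infected with lymphocytic choriomeningitis virus were sorted by tetramer staining or by surface markers and profiled as single cells, per the labels. Each of the 23 sorted populations gave an RNA library and a T cell receptor library with the 10x Genomics 5′ kit (v1.1 chemistry), per the labels' protocols, which makes 46 samples. The RNA libraries fall into 19 groups. 4 of these groups hold 2 libraries each, and the other 15 hold 1. The 4 replicated groups are the gp33-positive and gp33-negative spleen cells of clone 13 infection at day 5 and day 21. At day 21 the labels number 1 library of each gate and leave the other unnumbered. The numbered library is called replicate 1 here and the unnumbered one replicate 2.

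The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell in 2 matrices, per the file headers, and a table of cells for each matrix. The first matrix holds 31053 genes and 96750 cells of 19 libraries, and the second, made around the day 5 libraries, holds 77614 cells of 15 libraries. In both, the sum of every cell equalled the total in the deposited table of cells, so the values were taken as counts without normalization. The smallest total of a cell was 505 UMIs in the first matrix and 500 in the second. The aligner, the counting software, the genome build and the filters on cells are not given in the sources used here. Gene symbols are those of the deposited matrices, and no coordinates were used. Cluster names are the authors' deposited annotation, with 11 names in the first table and 7 in the second. 43820 cells were in both tables, and 77.8% of them carried the same name in both. Of the 39126 cells whose names in both tables were among the 6 names that both use, 87.2% carried the same one. Cluster shares are from the first table unless the second is named, and the day 5 libraries are named in the second table alone. The CDR3 nucleotide sequences of each cell were taken from the same deposited tables. No doublet caller was run here, no correction for free RNA was made, and whether the authors removed doublets is not given in the sources used here.

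The deposited contig tables list each receptor contig with its UMI count, per the file headers. They were used here to check barcodes and for V gene segments. The barcodes matched the recorded library in 21 of the 23 tables. For gp33-positive replicate 1 and gp33-negative replicate 2 of day 5, only 1.13% and 0.747% of the cells of the recorded library were in its contig table. The contig table recorded for gp33-positive replicate 1 held the barcodes of 87.8% of the cells of gp33-negative replicate 2, and that recorded for gp33-negative replicate 2 held those of 70.9% of the cells of gp33-positive replicate 1. The receptor calls of the deposited tables of cells match the second assignment and were used as they stand.

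Counts were summed per library over all cells, and genes were tested on these sums with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, glmQLFit and glmQLFTest). Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The SE given with an edgeR change was computed here. It is the absolute log2 fold change divided by the square root of the test's F statistic. Each day was fitted alone on its 4 libraries. Another fit tested the difference of the gp33 effect between the days on all 8 libraries. A list of 31 genes was fixed before the tables were opened, and the text also names, for each fit, up to 5 genes per direction with the largest change among those called. These needed a mean log2 CPM of at least 5 and both libraries of one gate above both of the other (not asked of the difference between days), and receptor, immunoglobulin, ribosomal and mitochondrial genes and unnamed gene models were left out. The counts over the fixed list cover all its tested genes, and the values of 1 of them are not given. CPM values, counts scaled to the sum over all genes of a library, were computed here from the deposited counts. The alternatives were DESeq2 1.42.0, relative log expression size factors, no filter on low counts, receptor and immunoglobulin segments left out, an equal number of cells per library, cells with a receptor only, 1 estimate of the spread over 8 libraries, the replicate number as a block, and each library left out in turn. Fits without the naive cluster, within 1 cluster, with the block and equal cells together, and with counts drawn down to equal totals were added after the data had been seen. The last used binomial draws, whose spread was 1.00 times the binomial one for the 8 libraries. A first version with edgeR's thinCounts was replaced because its spread was 2.79 times that. The cluster was TEx at day 21 and TEx_int at day 5 and for the difference between days. Clusters in these fits were those of the first table at day 21 and of the second otherwise.

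The replicate numbers pair the libraries. Between 0.487% and 42.8% of the gp33-positive cells belonged to a clone also found in the gp33-negative library of the same number (7 pairs, median 8.54%), against at most 0.0153% with the other number (4 pairs). Deviations from the gate means correlated with r = 0.678 across 12308 genes at day 21 and r = 0.125 across 12795 genes at day 5. The pairing at day 21 rests on treating both unnumbered libraries as 1 pair. The main gene tests have no block, as fixed beforehand, and the blocked values are given where they move a count.

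The edgeR steps were tested on simulated data with 200 genes changed by a log2 of 2, drawn from the means and library sizes of each fit. The day 21 step ran on 12047 genes, recovered 63.0% of the changed genes, and 14.3% of its calls were false. The day 5 step ran on 12638 genes, recovered 93.5%, and 7.88% of its calls were false. The step for the difference between days ran on 13135 genes, recovered 51.0%, and 7.27% of its calls were false. The receptor steps were also checked: with clusters shuffled within the gp33-positive day 21 replicate 2 library, the coherence difference averaged 0.184 points (SD 2.03, 100 shuffles), and the expanded share from the formula was 96.4% as in 200 random draws.

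A clone is the set of CDR3 nucleotide sequences of a cell with exactly 1 beta chain and at least 1 alpha chain. Cells with 2 beta chains were left out of the clones. The share of cells in clones of 2 or more cells was computed as its expected value at 1129 cells per library, the smallest number of clone cells in any library (the largest was 7818). Pairs of gates were tested with exact two-sided sign-flip permutation tests over libraries, in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Correlations across clones used permutation tests with 100000 permutations, two-sided. Single-library shares have exact Clopper-Pearson intervals at 95%. These intervals, and the limit of 3 cells set by a count of 0, cover counting error only.

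Depth differed between libraries. They held 1602 to 9938 cells with a median of 2520 to 20290 UMIs per cell, and 70.9% to 97.9% of the cells had a receptor. The summed counts of the 4 day 21 libraries ranged from 7839487 to 53738972 UMIs and those of the 4 day 5 libraries from 66220157 to 89051430. The biological coefficient of variation was 0.314 at day 21, 0.0967 at day 5 and 0.226 over all 8 libraries.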

Results

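Lymphocytic choriomeningitis virus (LCMV) exists as the Armstrong strain, which mice clear, and as clone 13, which persists and drives CD8 T cells into exhaustion, a state of reduced function under lasting antigen. CD8 T cells from infected mice were sorted as positive or negative for a tetramer of the viral gp33 peptide. Their transcriptomes and T cell receptors were read cell by cell, which asks how clones of virus-specific cells distribute over differentiation states. Spleens were taken at day 8 and day 21 of both infections and at day 5 of clone 13 infection. Liver and lung were taken at day 21 of clone 13 infection. At day 21 of clone 13 infection, further spleen populations were sorted as CX3CR1-positive, CX3CR1-negative, CX3CR1-negative SLAMF6-positive, PD1-positive, and at middle gp33 staining. The 23 RNA libraries held 130544 cells, between 1602 and 9938 per library. Only the gp33-positive and gp33-negative spleen populations of clone 13 infection at day 5 and day 21 had 2 libraries each. The other 15 groups had 1, so their differences have no replicate check.

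The first comparison asked which genes differ between gp33-positive and gp33-negative spleen cells at day 21 of clone 13 infection. Of 12308 genes tested with edgeR's quasi-likelihood test, 1 passed both thresholds (0 higher and 1 lower), against 1021 at an unadjusted p under 0.05. DESeq2 called 257 genes, 32 higher and 225 lower. The alternative that moved the count most was the replicate block, which pairs the gates by shared clones and called 726 genes, 163 higher and 563 lower. The 1 called gene was Igfbp4, with a log2 fold change of -7.17 (SE 0.257, edgeR adjusted p 0.0142). Igfbp4 lost its call when cells without a receptor or cells of the naive cluster were left out. Of the fixed list of 31 genes, 30 were tested at day 21 and none passed over all genes. Adjusted over the list alone, 4 did, 0 higher and 4 lower. Among these were Tcf7 with a log2 fold change of -1.62 (SE 0.164, edgeR adjusted p 0.00185 over the list and 0.0802 over all genes), Ccr7 with -4.08 (SE 0.368) and Il7r with -2.65 (SE 0.316). Ccr7 stood at 193 ± 16.4 CPM in the gp33-negative libraries and at 12.1 ± 3.32 CPM in the gp33-positive ones (SD, n = 2). Naive cells averaged 36.2% of the gp33-negative libraries and 0.264% of the gp33-positive ones. The falls over all cells may therefore reflect that share, and do not show a fall within the other clusters. Without the naive cluster, Tcf7, Ccr7 and Il7r kept their sign and again did not pass over all genes. Pdcd1, which encodes PD1, rose by 0.57 on the log2 scale and did not pass (edgeR adjusted p 0.494 over all genes). Lag3, Tigit and Tox changed by 0.52, 0.58 and 0.62 and did not pass either. The signs of Pdcd1, Lag3 and Tigit turned negative once the naive cluster was left out, at -0.08, -0.08 and -0.07.

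At day 5 of clone 13 infection the same comparison called 531 of 12795 genes, 45 higher and 486 lower in gp33-positive cells. The count moved most, to 164, within the cells of TEx_int, and was 176 when the spread was estimated over all 8 libraries. Leaving out gp33-positive replicate 1 gave 338 calls and leaving out gp33-positive replicate 2 gave 293. Without the naive cluster 266 genes were called. Naive cells averaged 24.0% of the gp33-negative libraries and 0.324% of the gp33-positive ones, so decreases over all cells may partly reflect that share. Of the 15 genes named for day 5, 13 kept their direction and side of the threshold without that cluster and 2 no longer passed. The only gene with higher expression that met the naming rule was Erh, with a log2 fold change of 1.1 (SE 0.0416, edgeR adjusted p 0.00142). The largest decreases under the rule were Il7r at -4.04 (SE 0.175, edgeR adjusted p 0.00151), Gbp2 at -2.19 (SE 0.236, edgeR adjusted p 0.00515), Btg1 at -1.93 (SE 0.142), Slfn1 at -1.83 (SE 0.0825) and Evl at -1.62 (SE 0.115). Of the fixed list, 8 genes passed both thresholds over all genes. 18 had an adjusted p under 0.05 over all genes, and 24 did when adjusted over the list alone, 4 higher and 20 lower. The decreases included Ccr7 at -2.41, S1pr5 at -1.93, Cd7 at -1.47, Klrd1 at -1.28, Tcf7 at -1.27 and Isg15 at -1.18. Mki67 rose by 0.40, Pdcd1 by 0.27 and Gzmb by 0.24. The 1 gene called at day 21 was also called at day 5, in the same direction.

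Whether the gp33 effect differs between the days was tested as an interaction, since a call at one day and not at the other does not show a difference. Of 13555 genes, edgeR called 0, against 1392 at an unadjusted p under 0.05. DESeq2 called 212, 118 with a positive difference (day 21 minus day 5) and 94 with a negative one. The replicate block, which pairs the gates, called 340 genes. Without gp33-positive replicate 2 of day 21, edgeR called 11. Of the fixed list, no gene passed over all genes tested, and 14 passed when adjusted over the list alone, 13 with a positive difference and 1 with a negative one. The lowest adjusted p was that of Isg15, whose day 21 change exceeded its day 5 change by 1.54 on the log2 scale (SE 0.163, edgeR adjusted p 0.00141 over the list and 0.0710 over all genes). Isg15 fell by 1.18 at day 5 and rose by 0.31 at day 21. Cd7 gave a difference of 2.09, from a fall by 1.47 at day 5 to a rise of 0.58 at day 21. The differences of the 14 genes shrank within the cells of TEx_int, to a median of 33.8% of their size.

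**Figure D1:**
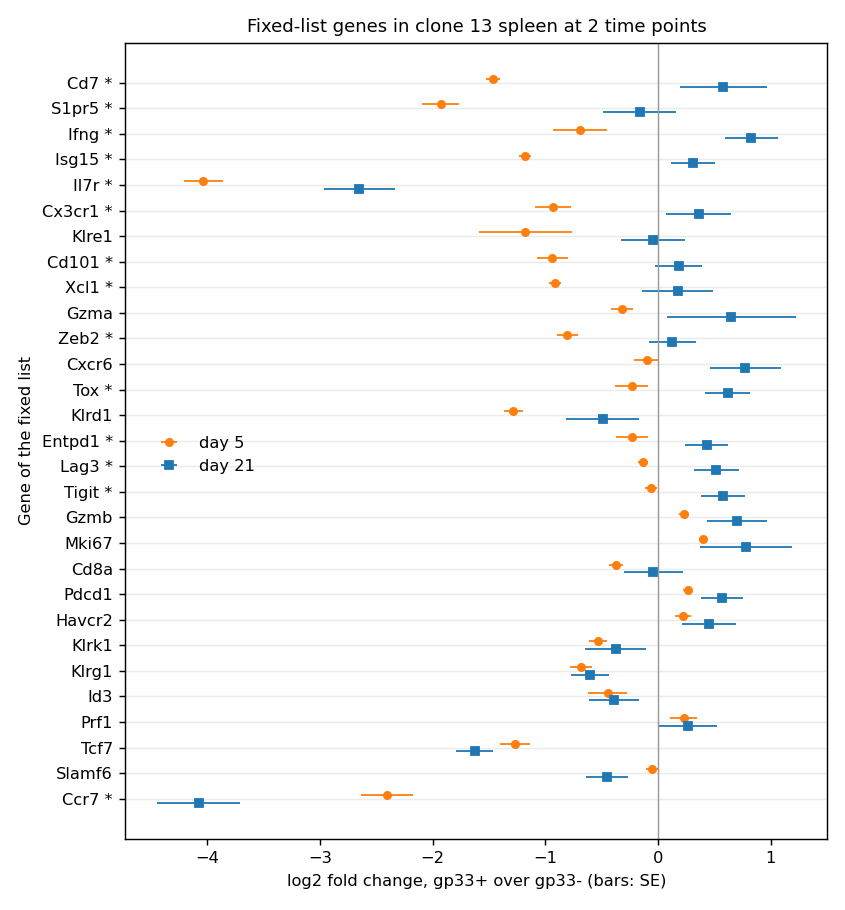
Log2 fold change of gp33-positive over gp33-negative spleen cells in clone 13 infection for fixed-list genes, at day 5 (circles) and day 21 (squares). Bars are standard errors computed from the F statistic of the edgeR test (n = 2 libraries per gate and day). Asterisks mark the 14 genes whose difference between days passed when adjusted over the list alone, such as Cd7 at -1.47 and 0.58.

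Clonal expansion was compared between the gates over 7 spleen pairs from both infections. At 1129 cells per library, 94.6% of gp33-positive and 41.9% of gp33-negative receptor cells belonged to clones of 2 or more cells. The mean difference was 52.7 percentage points, gp33-positive higher in 7 of 7 pairs (exact two-sided sign-flip permutation test, p = 0.0156, the smallest that 7 pairs can give). Drawing no common number of cells moved it most, to 40.9 points. The gp33-positive shares lay between 93.3% and 96.4%. The gp33-negative shares ranged from 27.8% at day 21 of Armstrong infection to 57.3% at day 8 of Armstrong infection, so the pair differences lay between 37.7 and 66.3 points. Naive cells made up 44.6% of the first of these gp33-negative libraries and 1.77% of the second. The comparison was not run without naive cells, so how far they set the difference and its range stays open.

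**Figure D2:**
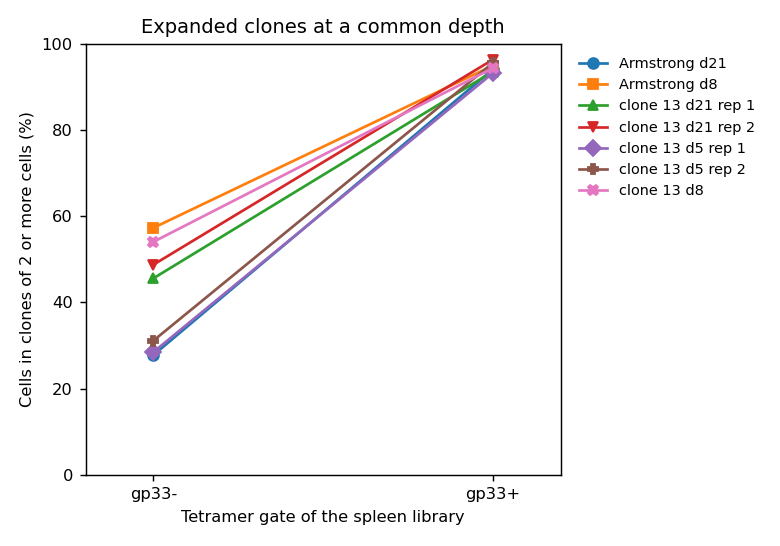
Percent of cells in clones of 2 or more cells, expected at 1129 cells per library, in the gp33-negative and gp33-positive spleen library of each of the 7 pairs (1 line per pair). Each gp33-positive library lies above 93% and each gp33-negative library at or below 57.3%.

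Whether cells of a clone share a cluster was tested over the 7 gp33-positive spleen libraries. The day 5 libraries carry the 7 cluster names of the second table and the other 5 libraries the 11 names of the first. Pairs of cells of 1 clone were in the same cluster in 49.0% of cases, against 41.9% for random pairs of the library. The difference of 7.08 points, positive in 6 of 7 libraries, did not pass the threshold (exact two-sided sign-flip permutation test, p = 0.0625). Weighting each pair of cells equally gave 8.58 points and p = 0.0156 in the same exact test. The alternative that moved it most, random pairs drawn from other expanded clones, gave 10.1 points. By library, the difference was 18.1 points for replicate 2 and 2.78 for replicate 1 of clone 13 at day 21, and 0.672 at day 8 (3.64 with the cluster names of the second table). It was 8.80 and 5.05 points for the day 5 replicates, 17.4 for Armstrong at day 21 and -3.31 for Armstrong at day 8, where 79.6% of random pairs shared a cluster. The sign of this last value depends on the setting. All 7 libraries were positive with each pair of cells weighted equally, and also against other expanded clones. Leaving out Armstrong day 8 gave 8.81 points and p = 0.0313 in the exact test.

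The clusters of the deposited annotation are named Naive, Effector, Effector_Memory, Memory, Ifn_Response and 6 exhausted (TEx) states, among them TEx_prog, TEx_int, TEx_KLR and a TEx cluster without a suffix. Between the gates of 5 spleen pairs at day 8 and day 21, the Naive share differed by -26.0 points on average, from 26.3% in gp33-negative to 0.311% in gp33-positive libraries, and was lower in all 5 gp33-positive libraries. With 5 pairs the exact sign-flip test cannot go below p = 0.0625, the value it gave here (0.550 after Benjamini-Hochberg adjustment over the 11 clusters). Adding the liver and lung pairs moved it most, to -19.4 points with an exact p of 0.0156 (adjusted 0.172), a test that counts them as independent of spleen replicate 2, with which they share clones. TEx was 7.78 points higher on average, with a higher share in 2 of 5 pairs, and 3.26 points higher without the clone 13 day 21 replicate 1 pair. TEx_int was 5.10 points higher, in 3 of 5, of which the day 8 clone 13 pair changed from 8.30 to -6.76 points under the names of the second table, and TEx_prog 3.59 points higher, in 4 of 5, and 2.18 without the clone 13 day 21 replicate 2 pair. TEx_KLR changed by -3.82 points, with a higher share in 1 of 5, and by -0.922 without the day 8 clone 13 pair. None of these passed the adjusted threshold.

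**Figure D3:**
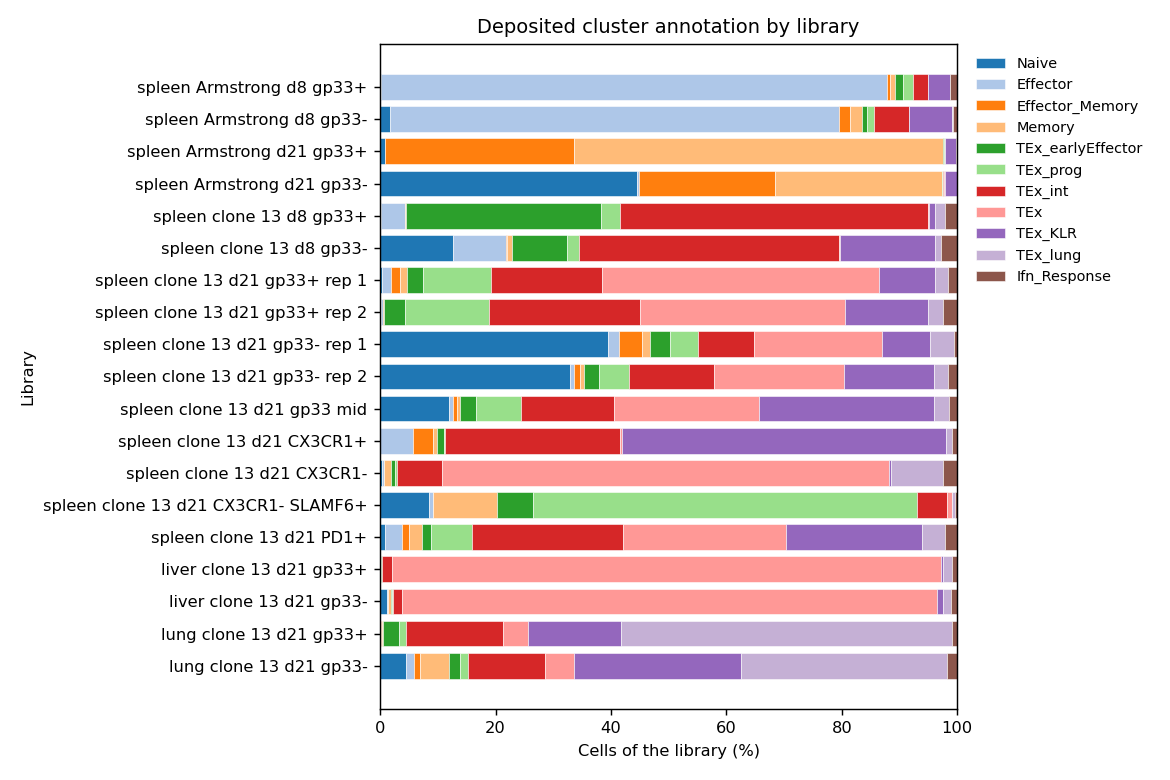
Percent of the cells of each of the 19 libraries of the first table that belong to each cluster of the deposited annotation (1 bar per library, summing to 100%). The liver libraries are more than 92% TEx, and the CX3CR1-positive gate is 56.1% TEx_KLR.

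Clone 13 and Armstrong infection were compared by the shares of gp33-positive spleen cells, without a test because each Armstrong group is 1 library. At day 21, TEx held 41.9% ± 8.82 (SD, n = 2) of clone 13 cells and 0.0523% of Armstrong cells (exact 95% interval 0.0142% to 0.134%). Their difference of 41.8 points exceeded the spread between the clone 13 replicates. The alternatives that moved it most left out a clone 13 library and gave 35.6 points without replicate 1 and 48.1 without replicate 2. Memory held 0.615% ± 0.662 (SD, n = 2) of clone 13 cells and 63.9% of Armstrong cells (62.8% to 65.0%), and Effector_Memory held 32.8% of the latter. At day 8, Effector held 87.8% of Armstrong cells (86.8% to 88.7%) and 4.12% of clone 13 cells (3.20% to 5.21%). At that day, 53.3% of the clone 13 cells were in TEx_int and 33.8% in TEx_earlyEffector. The cluster names of the second table put 16% and 60.9% of the same library there, so which of these states is larger depends on the annotation. No Armstrong cell at day 8 was in TEx (0 of 4621 cells, which allows a share of up to 0.0649%).

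The organs were compared among gp33-positive cells at day 21 of clone 13 infection. In the liver, 95.2% of cells were in TEx (exact 95% interval 94.4% to 95.8%), and the gp33-negative liver library held 92.7%. The difference from the spleen mean was 53.3 points, and it was 59.5 against spleen replicate 2, which shares its clones with the liver. In the lung, 4.36% were in TEx and 57.3% (56.0% to 58.6%) in TEx_lung, a cluster with 2.44% ± 0.245 (SD, n = 2) of spleen cells. The gp33-negative lung library held 35.5% TEx_lung cells.

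Further spleen gates of day 21 were compared as single libraries, and each gate sets the shares. Of CX3CR1-positive cells, 56.1% were in TEx_KLR (54.7% to 57.4%), against 0.321% (0.166% to 0.560%) of CX3CR1-negative cells. The CX3CR1-negative library was 77.4% TEx and 0.241% TEx_prog, while the CX3CR1-negative SLAMF6-positive library was 66.5% TEx_prog (64.3% to 68.6%) and held 0 of 1915 cells in TEx_KLR, which allows a share of up to 0.157%. The label of the CX3CR1-negative library does not say whether SLAMF6 was used in its gate, and its low TEx_prog share leaves that open. With the cluster names of the second table, the TEx_prog difference between these gates moved from 66.2 to 81.2 points. PD1-positive cells were spread over TEx at 28.3%, TEx_int at 26.1% and TEx_KLR at 23.6%. At middle gp33 staining TEx_KLR held 30.4% (29.2% to 31.6%), against 14.3% (13.5% to 15%) in gp33-positive replicate 2, a difference of 16.1 points.

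Clones were then followed between libraries. Of the cells of spleen gp33-positive replicate 2, 95.6% (exact 95% interval 95.1% to 96.1%) belonged to a clone also found in the gp33-positive liver library and 97.7% to one found in the lung library. Defining clones by the beta chain alone moved the liver value to 96.7%. Spleen replicate 1 shared 0 of its 1253 clone cells with either organ. Across 332 ordered pairs of libraries from different viruses or days, at most 6.40% of cells had a shared clone. Among the 26 clones with 20 or more cells in spleen replicate 2, the TEx_KLR share ranged from 0% to 100% and the TEx share from 0% to 76.0%, and 6 clones had most of their cells in TEx_KLR. In replicate 1 the TEx_KLR share of 14 such clones ranged from 0% to 14.3%, and in the liver the TEx share of 18 clones from 88.7% to 100%.

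The share of a clone in a cluster was compared between spleen replicate 2 and each of 3 other libraries, 12 relations in all. Across the 23 clones with 20 or more cells in both spleen and lung, TEx_KLR shares correlated with Pearson's r = 0.961 and Spearman's rho = 0.884. Both permutation p-values were 1e-05, the smallest that 100000 permutations can give, or 4e-05 and 0.00012 after Benjamini-Hochberg adjustment over the 12 relations. Without the 2 clones farthest from the median, r was 0.919. In the same clones the TEx_int shares gave r = 0.747 and rho = 0.737 (adjusted permutation p = 9e-05 and 0.0002), TEx r = 0.525 and rho = 0.461 (adjusted 0.0155 and 0.0535), and TEx_prog r = 0.528 and rho = 0.373 (adjusted 0.0155 and 0.105). Clones of 1 pair of libraries are not replicate animals. The permutation tests also count all clones as independent. A pair of the 23, at 86.4% and 85.7% TEx_KLR in the spleen, shares 1 receptor protein and differs at 1 nucleotide. Another pair shares 1 alpha chain, and its beta chains form the commonest combination of 2 beta chains in that spleen library (104 cells). Either pair may not be separate clones. The first pair is also among the 11 clones shared with the middle gate. Across 11 clones shared with the middle gate, the TEx_KLR shares gave r = 0.921 and rho = 0.964 (permutation p = 1e-05 and 2e-05). Without the 2 farthest clones r was 0.804. In the same 11 clones TEx gave r = 0.915 and rho = 0.891 (adjusted permutation p = 4e-05 and 0.00186). TEx_int gave r = 0.913 and rho = 0.827 (adjusted permutation p = 0.000552 and 0.00674). TEx_prog gave r = 0.843 and rho = 0.661 (adjusted permutation p = 0.00188 and 0.0535). Without the 2 farthest clones, r was 0.827 for TEx, 0.898 for TEx_int and 0.441 for TEx_prog. The mean TEx_KLR share of these clones rose from 26.3% in the gp33-positive to 40.1% in the middle gate, higher in 9 of 11 clones (exact sign test, p = 0.0654). Across 17 clones shared with the liver, the TEx share averaged 38.6% in spleen and 95.9% in liver and was higher in liver in all 17. Across these 17 clones the TEx_KLR shares of spleen and liver gave r = 0.660 (permutation p = 0.0123), rho = 0.421 (permutation p = 0.0935, adjusted 0.105), which did not pass, and r = 0.439 without the 2 farthest clones, and no liver clone exceeded 1.61%. In the same 17 clones the TEx_prog shares gave r = 0.0332 (permutation p = 0.921). TEx_int gave r = 0.522 and rho = 0.472 (adjusted permutation p = 0.0384 and 0.0865), and r = 0.702 without the 2 farthest clones. TEx gave r = 0.463 and rho = 0.417 (adjusted permutation p = 0.0668 and 0.105).

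**Figure D4:**
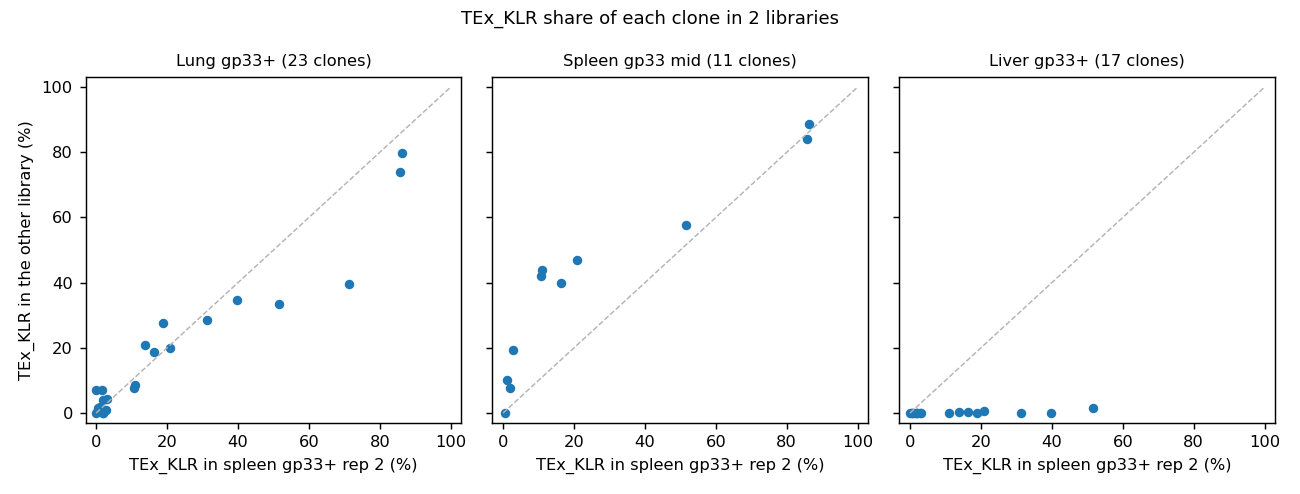
TEx_KLR share of each clone with 20 or more cells in both libraries, in spleen gp33-positive replicate 2 at day 21 of clone 13 infection (x axis, %) and in the lung, the middle gp33 gate of the spleen, or the liver (y axis, %), with 1 point per clone and a dashed line of equal shares. The lung shares rise with the spleen shares (r = 0.961), 9 of the 11 clones lie above it in the middle gate, and no liver point exceeds 1.61%.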

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

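The tests of doublets, of free receptor RNA, of receptor calls from another library and of depth were chosen after the result was seen, as were the fits without the naive cluster and within 1 cluster, though the predictions for these fits were written before their values were known.

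The gp33 effect on 14 of the fixed-list genes differed between day 21 and day 5 when adjusted over the list alone, by a test of the difference itself, while 0 genes passed over all genes (edgeR, 1392 at an unadjusted p under 0.05, and 212 by DESeq2). With the replicate block, which pairs the gates by shared clones, 340 genes passed over all genes, and 8 of the 14 were among them. The log2 differences, day 21 minus day 5, were 2.09 for Cd7, 1.82 for S1pr5, 1.57 for Ifng, 1.54 for Isg15, 1.42 for Il7r and 1.35 for Cx3cr1. They were 1.17 for Cd101, 1.13 for Xcl1, 0.98 for Zeb2, 0.90 for Tox, 0.71 for Entpd1, 0.70 for Lag3 and 0.68 for Tigit, and -1.65 for Ccr7. With the same number of cells per library the median gene kept 101% of its difference. With counts drawn down to the same total per library the median gene kept 100.05%, and each of the 14 kept at least 89.0%. A first and noisier way of drawing the counts left 79.0%, with 13 of 14 signs kept. Random draws leave the expected share of each gene in a library unchanged. They therefore cannot exclude a bias from unequal depth or unequal numbers of cells. Depth per cell, at medians of 3193 to 10071 UMIs in the 8 libraries, was not equalized and stays open. Naive cells in the gp33-negative libraries are argued against as the whole cause: without them the median gene kept 62.2%, 11 of the 14 genes kept most of their difference and all 14 kept their sign, though Tigit kept 30.3%. The naive cluster left out was that of the second table. Of the cells that the first table names Naive, the second names 14.6% TEx_prog, so some naive cells may remain in this fit. A difference in cluster shares is a candidate explanation. Within TEx_int cells the median fell to 33.8%, 4 genes kept most of their difference, and all 14 kept their sign. The genes were picked by the size of their difference in all cells, so some of that shrinkage would follow from the choice alone. Any difference in handling between the days is confounded with day, and the labels do not say which libraries were run together. A change of the gp33 effect with time of infection remains open as the biological explanation.

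Among the cluster names of the second table, the gp33 difference had opposite signs at the 2 time points for 2 clusters, in both pairs of each day. The difference between days was not tested. TEx was higher in gp33-positive cells at day 21 by 19.0 points on average (24.8 and 13.2) and lower at day 5, at -3.68 points (-4.43 and -2.93). TEx_earlyEffector2 was lower at day 21, at -0.63 points (-0.861 and -0.400), and higher at day 5, at 4.37 points (5.49 and 3.25). A larger naive share in the denominator of the gp33-negative libraries is argued against, because with the naive cells in the denominator left out, 2 of the 2 clusters kept opposite signs. TEx then differed by 9.96 and 2.55 points at day 21 and by -6.99 and -3.95 at day 5. The time since infection and any difference in handling between the days stay open.

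In gp33-positive replicate 1 of day 5, 53.3% of receptor cells carried 2 beta chains and were left out of the clones, against 1.36% to 20% in the other 22 libraries and 10.8% in the gp33-negative library of the same number. 1 combination of chains (CDR3 proteins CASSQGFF with TRBV5 and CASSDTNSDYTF with TRBV13-3) made up 1407 of these cells, of which 96.7% carried the alpha chain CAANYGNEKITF. It was in 4 cells of the gp33-negative library. Doublets are argued against, since cells with this combination held 0.946 times the median UMIs of cells with 1 beta chain. Receptor calls taken from another library are argued against, since 70.9% of the cells of this library were found in the contig table that the calls match, although that table is recorded under another library. Free receptor RNA as the source of this combination is argued against, since 98.7% of the cells that held only its chains held both and 19 cells held 1 of them alone. A first form of that test was undecided: of all cells with 2 beta chains that held either chain, 80.2% held both, and 348 held 1 of them beside another beta chain. For the other 1542 cells with 2 beta chains, 22.6% held a chain of the common combination, and free receptor RNA and true second chains cannot be told apart there, because no empty droplets were analysed here. A single large clone with 2 rearranged beta genes is a candidate explanation for the common combination, as a hypothesis found and tested on the same data. Keeping cells with 2 beta chains left the expanded share difference at 52.3 points.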

How the results depend on the processing

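The tests, the samples in each fit and most alternatives were fixed before the data were examined. Chosen after seeing the data were the fits without the naive cluster, within 1 cluster, with the replicate block and equal cells together, and with equal totals of counts, and the settings that kept cells with 2 beta chains, drew random pairs from other expanded clones, used the cluster names of the second table or only libraries of the first, or left out a clone 13 replicate where no test was made.

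The count of genes changed with gp33 at day 21 (1 gene by edgeR) depended on the tool and the design. It was 3 with relative log expression factors, 15 with receptor segments left out, 257 with DESeq2, 291 without the low-count filter and 309 with the spread taken from 8 libraries. With the replicate block, which uses the pairing, it was 726, and 452 with equal cells as well. It was 0 among cells with a receptor (963 at an unadjusted p under 0.05), 0 without the naive cluster (209) and 0 within TEx (121). Leaving out 1 library gave 28 to 128 calls: 28 without gp33-negative replicate 1, 64 without gp33-negative replicate 2, 97 without gp33-positive replicate 1 and 128 without gp33-positive replicate 2. In these fits the lone library is assumed to vary like the others, and the filter and the number of genes tested change too. The cause of the rise was not tested.

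At day 5 the count of 531 became 176 with the spread over 8 libraries, which takes in the more variable day 21 libraries (0.0967 against 0.226 in the coefficient of variation), 266 without the naive cluster and 164 within TEx_int, where fewer cells are used. Leaving out 1 library gave 293 to 602 calls, with the low values 338 and 293 without gp33-positive replicate 1 and 2. The remaining alternatives kept it within 1.5 times. For the difference between days (0 genes) DESeq2 gave 212, no filter 48, the replicate block 340, the block with equal cells 351, and TEx_int cells 1. Leaving out 1 library gave 0 to 11, with 1 without gp33-positive replicate 1 and 11 without gp33-positive replicate 2 of day 21. The cause was not tested. At day 5 the block, which uses the pairing, gave 547 calls, of which 507 were among the 531. Among the named genes it made Tcf7, Ccr7 and Il7r pass over all genes at day 21 and 8 of 14 pass for the difference between days, and it changed the side of the threshold of none at day 5.

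Signs at day 21 reversed for genes that had not passed. Without the naive cluster Pdcd1 was -0.0762, Lag3 -0.0840 and Tigit -0.0666. Within TEx cells Pdcd1 was -0.29, Lag3 -0.20, Tigit -0.26, Tox -0.12 and Cd7 -0.10. Of 650 alternative values for named genes, these 8 reversed, 48 passed only under the alternative, 11 no longer passed and 583 kept their direction and side of the threshold.

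The coherence of clones, 7.08 points and p = 0.0625 in the exact sign-flip test, passed under 7 alternatives: 8.58 with pairs of cells weighted equally, 7.61 for clones of 5 or more cells, 7.17 with liver and lung, 6.41 with cells of 2 beta chains, 10.1 against other expanded clones, 7.72 with the names of the second table where it holds the library, and without Armstrong day 8. The liver and lung libraries share clones with spleen replicate 2, so tests that add them count as independent what is not. Leaving out 1 library gave 5.23 to 8.81 points. It did not pass with the beta chain alone, and the 5 libraries of the first table gave 7.14 points, positive in 4 of 5, with p = 0.250 in the exact sign-flip test, where the smallest possible is 0.0625. The expanded share kept its direction and passed under every alternative run, from 40.9 to 61.4 points, and without pairing (no replicate block) its exact p was 0.000583. The liver sharing of clones moved from 95.6% to 96.7% with the beta chain alone. Of the 96 alternative values of the comparisons, 62 stayed, 27 moved and 7 newly passed. Of 39 for the other shares, 37 stayed and 2 moved.

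Not run were the coherence without cycling clusters, since none carries such a name, and shares without other cell types, since none is named. The day 21 replicate 1 libraries were the least deep, with 7839487 and 10783272 counts, and 63.0% of simulated changes of log2 2 were recovered at day 21. Equal numbers of cells per library left the day 21 count at 1, as did equal totals of counts, and equal cells with the block gave 452 where the block alone gave 726.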

Other observations

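The tests of clone makeup in the middle gate, of chance for matching receptor proteins and of identical receptors in different infections were chosen after the result was seen. The first of these replaced a count of clones (9 of 11 higher) and the second a version that treated pairs of clones as independent. Leaving out 1 receptor protein was added later still.

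Clones with a higher TEx_KLR share in the spleen had a higher one in the lung (r = 0.961 across 23 clones), while the SD of the shares was 27.7 points in the spleen and 22.4 in the lung. The lung and spleen shares correlated less in TEx_int (r = 0.747), TEx (r = 0.525) and TEx_prog (r = 0.528). The lung shares in TEx and TEx_prog had SDs of only 2.74 and 1.72 points, so their lower r does not set TEx_KLR apart. Across the 11 clones shared with the middle gate, r was 0.921 for TEx_KLR, 0.915 for TEx, 0.913 for TEx_int and 0.843 for TEx_prog. The last fell to 0.441 without the 2 farthest clones. Whether the pattern is stronger for TEx_KLR than for the other clusters is therefore left open. Cells counted in both libraries are argued against, since 0.0785% of the spleen cells of shared clones carried a barcode with the same clone in the lung. The TRBV segment is argued against as the driver: cells of different clones with the same TRBV segment shared a cluster 4.69 points more often than cells with other segments, against 23.3 points for cells of 1 clone. The other receptor segments were not tested. The data are consistent with a bias that is a property of each clone in this infection, as a hypothesis. The labels name no animals, so whether the bias lies in the receptor, the founding cell or the animal stays open, and among the 14 clones of spleen replicate 1 with 20 or more cells the highest TEx_KLR share was 14.3%.

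Liver cells of clones shared with the spleen were nearly all in TEx, at 95.2%. The clone makeup of the liver is argued against, since spleen cells reweighted to that makeup reached 44.3%, from 38.5% before. The 6 clones mostly in TEx_KLR in the spleen still made up 3.32% (2.74% to 3.99%) of liver clone cells, against 8.43% in the spleen and 10.7% in the lung. A loss of such cells in the liver, or a change of state there, may each contribute, and neither was tested beyond the 44.3%. The gp33-negative liver library was 92.7% TEx, and only 1 library per gate was made from the liver.

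More cells were in TEx_KLR at middle than at high gp33 staining. Among shared clones the share was 36.1% against 13.8%, and gp33-positive cells reweighted to the clone makeup of the middle gate reached 25.1%. Shared clones held 51.5% of the middle gate's clone cells, and the other clones there had 21.4% of their cells in TEx_KLR. Clone makeup therefore accounts for part of the difference and not for all of it. Less receptor RNA in TEx_KLR cells is a candidate explanation for the rest: 4 of 4 transcripts (Trac, Trbc1, Trbc2 and Cd3e) were lower in TEx_KLR than in TEx cells of the gp33-positive library, at 0.567, 0.660, 0.489 and 0.612 of the TEx level. Cd8a stood at 0.420 and Cd8b1 at 1.82 of the TEx level. Receptor protein on the surface was not measured, and these ratios come from 1 library.

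Clones with the same receptor protein and different nucleotides shared a cluster more often than random clone pairs of their library, by 13.8 points on average over 15 receptor proteins and in 11 of them. Chance is argued against by an exact sign-flip permutation test over proteins (p = 0.00281). The entries with beta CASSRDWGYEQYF, at 24.1 and 16.2 points, share the alpha chain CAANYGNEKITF and the library (day 5 gp33-positive replicate 2). The test counts them as independent. Sequencing errors that split 1 clone cannot be told apart from separate clones in all pairs, because the median pair differed at 2 nucleotides. Among the 10 proteins with 2 or more differences the mean was 10.6 points, positive in 7 of 10, with p = 0.0332 in the same exact test. 1 protein seen in 1 library (beta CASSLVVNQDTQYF, 63.7 points) carried much of this. Without it the other 9 averaged 4.71 points with p = 0.0664 in the exact test, and over all pairs the other 14 averaged 10.2 points with p = 0.00562. Whether the receptor carries part of the bias stays open.

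Of 22684 clones, 55 were found in 2 or more infection courses, and 5 had 10 or more cells in each of at least 2. The largest pair shared 1 receptor protein (beta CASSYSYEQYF, alpha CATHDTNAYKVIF) with 2 nucleotide versions. In clone 13 infection at day 21, 81.1% of 444 cells of one version and 74.7% of 166 cells of the other were in TEx_KLR, pooled over spleen, lung and liver libraries, which for the second version include the CX3CR1-positive sort. In Armstrong infection at day 21, the 259 cells of the second version were 47.5% Memory and 49.0% Effector_Memory. At day 8, 93.2% of the 44 cells of the first were Effector. Reads assigned to the wrong library are argued against, since 0.0667% of the cells of shared receptors carried a barcode with that receptor in the other infection. Cells carried over from clone 13 to Armstrong samples are argued against, since 96.2% of the Armstrong cells of the 3 receptors were in Memory, Effector_Memory or Effector, against 2.11% of their 617 clone 13 cells at day 8 and day 21. The same receptor in separate mice with different fates by infection is a candidate explanation, as a hypothesis.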
